# The Role of Transcriptional Factor Brachyury on Cell Cycle Regulation in Non-small Cell Lung Cancer

**DOI:** 10.3389/fonc.2020.01078

**Published:** 2020-07-03

**Authors:** Jingyi Xu, Ming Chen, Yinghui Wu, Hong Zhang, Jundong Zhou, Donglai Wang, Tianming Zou, Jun Shen

**Keywords:** brachyury, lung cancer, NSCLC, transcriptional factor, tumorigenesis

## Abstract

Lung cancer is the leading cause of cancer-related death, and non-small cell lung cancer (NSCLC) accounts for almost 80–85% of all lung cancer cases. The transcriptional factor brachyury has been verified to promote tumor cells migrate, invade, and metastasis in various types of tumors, whereas divergent roles of brachyury on cell proliferation have been reported in several types of tumor cells. In this study, we attempted to explore the effect of brachyury on the cell cycle progression and proliferation capability of NSCLC cells. Firstly, we performed RNA-sequence and ChIP-sequence to explore underlying downstream pathways regulated by brachyury. Cell proliferation and colony formation assays were utilized to detect the effect of brachyury on the proliferation ability of two types of lung NSCLC cells: H460 and Calu-1, which represent different brachyury expression levels. Following cell cycle and cell apoptosis assays were used to investigate the mechanism by which brachyury promotes NSCLC grow and progression. RNA-sequence and ChIP-sequence (ChIP-seq) showed that one of the vital downstream pathways regulated by brachyury involves in cell cycle progression. Through cell proliferation assays and colony formation assays, we found that inhibition of brachyury could decrease the capability of proliferation in H460 cells. We also found that brachyury overexpression could prevent the transition from G0/G1 to S phase in Calu-1 cells, and brachyury knockdown could decrease the transition of G2/M phase in H460 cells. The cell apoptosis assays showed that inhibition of brachyury could promote apoptosis in H460 cells. In this study we demonstrate that brachyury and downstream target genes together involve in tumor cell cycle regulation by inducing accelerated transition through G2/M, promote tumor cell proliferation and inhibit apoptosis in lung NSCLC H460 cells. Targeting brachyury expression could be developed into a promising avenue for the prevention of lung cancer progression.

## Introduction

Lung cancer is the leading cause of cancer-related death in both men and women, non-small cell lung cancer (NSCLC) accounts for almost 80–85% of all lung cancer cases (1). Histologically, NSCLC is mainly divided into adenocarcinoma, squamous cell carcinoma and large cell carcinoma. Different subtype has specific molecular and genomic signature that drives the progression and metastasis of tumor cells.

The human brachyury protein (Bry), the transcriptional factor regulating posterior mesoderm formation and notochord differentiation, has been reported as a specific and sensitive marker (2–5) and a master regulator of the oncogenic transcriptional network of chordoma (6). Further studies demonstrated up-regulation of *brachyury* gene occurs in various human tumors of epithelial origin, including lung, breast, colorectal, prostate cancer and others, but not in the majority of normal adult tissues (7–9). In primary lung carcinoma samples, brachyury mRNA expression was identified as a significant predictor in 5 year disease free survival and overall survival rate (10) and positively correlated with tumor stage and poor prognosis (8, 10, 11). Silencing of brachyury expression significantly diminished migratory, invasive and metastatic ability in endogenously positive lung cancer cells *in vitro* (8, 11), which suggests brachyury can be developed into a potential therapeutic target in anti-tumor treatment of lung cancer.

Several previous studies have demonstrated that brachyury drives epithelial-mesenchymal transition (EMT) in various types of human tumor cells, including lung carcinoma, breast carcinoma, among others, to promote progression and metastasis (8, 9, 12). In addition, as a master regulator, brachyury governs an elaborate oncogenic transcriptional network involving diverse signaling pathways (12), by one of which brachyury implicates in controlling cell cycle and regulating proliferation and apoptosis (8, 13, 14). Brachyury expression levels vary a lot among different subtypes of NSCLC tissue and cell lines, ranging from strong to almost no expression (15). Therefore, the role of brachyury in specific NSCLC subtype could be different and context-dependent.

Our previous study on the breast cancer cells (9) uncovered that brachyury promote tumor cell proliferate *in vitro* and *in vivo*. Whereas, another study by Palena et al. (16) demonstrated that silencing of brachyury in MDA-MB-436 cells significantly enhanced the proliferation ability of tumor cells, which means brachyury play an opposite role of what we reported. In regard to lung cancer cells, some studies demonstrated brachyury inhibits tumor cells grow and proliferate (8, 13). But recently Hu et al. (17) showed upregulated brachyury increases lung cancer cell growth and invasion. The cause of the divergent role played by brachyury on lung cancer cell proliferation still remains unclear. In this study, we attempted to explore the potential mechanism from the perspective of cell cycle regulation, which is one of the paramount downstream pathways regulated by brachyury.

## Materials and Methods

### Cell Lines and Cell Culture

Human large cell lung cancer cell line H460, Human lung cancer cell line Calu-1 were purchased from the State Key Laboratory of radiation medicine and radiation protection (Suzhou, China). H460 cells and Calu-1 cells were cultured in RPMI-1640 medium. The media (Gibco, Suzhou, China) were supplemented with 10% fetal bovine serum (FBS, Gibco, Australia) and 1% antibiotics (Penicillin-Streptomycin). Cells were incubated in a humidified atmosphere at 37°C and 5% CO_2_.

### RNA-Seq Transcriptome Analysis

Total RNA from MDA-MB-231 shNC/shBry was prepared and kept at 80°C. The RNA quality was determined using a Bioanalyzer 2200 (Agilent, Santa Clara, CA, USA). RNA with RIN (RNA integrity number)>8.0 was considered acceptable for cDNA library construction. Sequencing and bioinformatic analysis were performed by Shanghai Novelbio. Genes were considered to be significantly differentially expressed between groups when the *P* < 0.05 and the fold change of expression was more than 1.5.

### Chromatin Immunoprecipitation and Sequencing

To explore the underlying mechanisms of brachyury in lung cancer cells, Chromatin immunoprecipitation and sequencing (ChIP-seq) using wildtype MDA-MB-231 cells was performed. The ChIP assay kit (Millipore) was used to perform the ChIP assay. The anti-Bry antibodies used in this assay were purchased from R&D Systems (Bio-Techne, Minneapolis, MN). The Qubit® Fluorometer was used to determine the purity and concentration of DNA samples. TruSeq Nano DNA Sample Prep Kit (#FC-121–4002, Illumina, San Diego, CA) was used to end repair, tail and adaptor ligate DNA samples. AMPure XP beads were used to select the fragments of ~200–1,500 bp. The samples were diluted to a final concentration of 8 pM and cluster generation was then performed on the Illumina cBot using a HiSeq 3000/4000 PE Cluster Kit (#PE-410–1001, Illumina). Last, HiSeq 3000/4000 SBS Kit (300 cycles; #FC-410–1003, Illumina) was used to perform the sequencing on an Illumina HiSeq 4000. The data were then collected and analyzed.

### Construction of Cell Lines

To construct brachyury overexpression/knockdown cell lines, viral particles containing a small interfering RNA (siRNA-1 and siRNA-2) targeting brachyury or the human brachyury coding region purchased from GenePharma (Suzhou, China) were utilized in H460 cells and Calu-1 cells. The cell lines were constructed as described (9, 18) previously and validated using western blotting (siRNA-1: CGAATCCACATAGTGAGAGTT; siRNA-2: GAGGATGTTTCCGGTGCTGAA; siRNA-Control: TTCTCCGAACGTGTCACGT).

### Protein Extraction and Western Blotting

Total protein from lung cancer cells was extracted using a mammalian protein extraction reagent (MPER, Thermo Fisher Scientific, Waltham, MA, USA) containing a protease inhibitor cocktail (Thermo Fisher Scientific). An equivalent amount of protein was electrophoresed using 10% SDS gel electrophoresis and then transferred to the polyvinylidene fluoride (PVDF) membrane (Millipore, Billerica, MA, USA). The membranes were blocked with 5% skimmed milk for 1 h, and then incubated overnight with primary antibodies. The membranes were washed 3 times and incubated with secondary antibodies (Anti-Brachyury ab20680, Multi-sciences Biotechnology, Zhejiang, China). The membranes were then visualized using a chemiluminescence (ECL) (Multi-sciences Biotechnology) detection system. The primary antibodies used included anti-Brachyury (Abcam) and anti-GAPDH-HRP (MultiSciences, Zhejiang, China).

### Cell Proliferation Assay

Cell counting plates were used to detect cell proliferation after transfection. 3 × 10^3^ Calu-1 and H460 cells were seeded in 24-well plates and allowed to adhere. Cell viability was measured every day for 4 days using Cell Counting Kit-8 (Dojindo Laboratories, Kumamoto, Japan) according to the manufacturer's instructions. All results were recorded and the cell proliferation curves were drawn.

### Colony Formation Assay

1 × 10^2^ Calu-1 (Calu-1 Bry cells and NC cells) and H460 cells (H460 siBry-1 cells, siBry-2 cells and siNC cells) were used to perform the colony formation assay. Cells were cultured in the RPMI-1640 medium containing 10% fetal bovine serum and 1% antibiotics for 10 days. The remaining colonies were stained with crystal violet and then recorded.

### Cell Cycle Assay

Cells (2 × 10^5^) were harvested at 24 h after siRNA transfection, and fixed with cold 70% alcohol at-20°C overnight. Alcohol was removed and cells were washed twice with cold phosphate buffer saline (PBS). Cells were stained with propidium iodide solution containing 20 μg/ml RNase and incubated at room temperature for 30 min. After filtering by a nylon mesh filter, cell cycle was performed on a fluorescence-activated cell sorting (FACS, FACSVerse) analysis. Data were analyzed using the Flowjo software (Version 7.6.1, Tree Star Software, San Carlos, CA, USA).

### Cell Apoptosis Assay

#### Sub-G1 Method

Calu-1 and H460 cells were first seeded in 6-well plates. 2 × 10^5^ cells cultured for 24 h were harvested from each well and fixed with 70% alcohol in refrigerator. The alcohol were washed off with PBS, and the cells were resuspended in 1 ml DNA staining solution at room temperature for 30 min in the dark. Flow cytometry was used to select blue excitation light with a wavelength of 488 nm, and simultaneously measure red fluorescence and forward-angle scattered light.

#### Annexin V/PI Method

Cells were harvested at 24 h after transfection, and stained with Annexin V-FITC and propidium iodide (Annexin V-FITC apoptosis detection kit, B.D. Biosciences Pharmingen, San Jose, CA, USA). Then cells were put in the dark for 15 min at room temperature. The apoptosis rate was detected by BD FACS Calibur (Beckman Coulter, CA, U.S.A.).

### Statistical Analysis

Values as shown were mean ± S.E.M. of at least three independent repeats. Statistical analysis was performed using SPSS17.0 software (IBM Corp, Armonk, NY). Student's *t*-test was used to compare the differences between two groups. The difference between more than two groups was analyzed by single factor analysis of variance (ANOVA). *P* < 0.05 was defined as statistically significant.

## Results

### Differentially Expressed Genes in Brachyury-Knocking Down MDA-MB-231 Cells and Control Cells

Brachyury was constitutively overexpressed in breast cancer MDA-MB-231 cells. To explore the potential downstream targets and pathways regulated by brachyury in tumor cells, RNA-Sequence was performed to profile the transcriptome in brachyury-knockdown MDA-MB-231 cells (MDA-MB-231 shBry) vs. control MDA-MB-231 cells. 

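The RNA-Sequence data comprised 3 libraries of MDA-MB-231 shBry cells, which carry a short hairpin RNA against brachyury, and 3 libraries of MDA-MB-231 shNC cells, which carry a control hairpin, as the sample labels give them. MDA-MB-231 is an established human breast cancer cell line. The authors deposited the number of reads counted on each gene, without normalization, for 54259 gene symbols, of which 28741 had no count in any library. Between 19319411 and 22985371 counts per library were listed for shBry, with a median of 22884203. Between 19684251 and 21718591 counts per library were listed for shNC, with a median of 21211033. The paper's text does not name the aligner, the genome build, the annotation or whether reads were counted by strand, so overlapping genes on opposite strands could share counts. Library sizes were scaled with edgeR's TMM method, and genes with too few counts were removed by its expression filter with a minimum count of 10, which left 15277 genes. The groups were compared with edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5, the fold change limit of the paper's methods, and all fold changes are those of shBry relative to shNC. The first principal component of the log2 CPM held 75.7% of the variance and separated the shBry libraries from the shNC libraries. Libraries of the same group differed by more than the sampling noise, with a chi-square per degree of freedom between 5 and 16.8 over genes.
Brachyury is listed under its older gene symbol, T, and is annotated as the protein-coding gene TBXT on chromosome 6 of GRCh38, from 166157656 to 166168700 on the minus strand, with 4 transcripts in GENCODE 29. It was listed at 0 counts in each of the 3 shBry libraries and each of the 3 shNC libraries, so a difference between the groups was not detectable at this depth. A count of 0 allows up to 3 counts, which correspond to 0.155, 0.131 and 0.131 CPM in shBry replicates 1, 2 and 3. In shNC replicates 1, 2 and 3 they correspond to 0.138, 0.141 and 0.152 CPM. These limits cover counting error only.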

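Of the 15277 genes tested, 4945 (32.4%) were differentially expressed between MDA-MB-231 shBry and shNC cells. Of these, 2620 were higher and 2325 were lower in shBry. The fold change limit moved this number most. With a limit of 2 in place of 1.5, 2297 genes were called, and 8139 genes had an adjusted p below 0.05 without any limit. Over all tested genes, 9091 (59.5%) had 3 shBry values that did not overlap the 3 shNC values, where chance gives 10%. With each library left out in turn, between 4587 and 5025 genes were called, and 3719 of the 4945 genes were called in the same direction in all 6 fits.
The largest rises among called genes with a mean of at least 10 CPM and no overlap between groups were those of 5 genes that encode secreted proteins. LCN2, on chromosome 9 of GRCh38 from 128149071 to 128153455, encodes lipocalin 2. It had 55 ± 3.46 TMM-normalized CPM in shBry (SD, n = 3) and at most 3 counts in each shNC library, so it was at least 384-fold higher in shBry. INHBE, on chromosome 12 from 57452323 to 57459280, encodes an inhibin subunit. It rose from 0.208 ± 0.139 to 118 ± 1.55 CPM, a log2 fold change of 9.11 (standard error 0.20, adjusted p = 3.6e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CXCL8, which encodes interleukin 8, rose from 1.71 ± 0.292 to 297 ± 11.3 CPM, a log2 fold change of 7.44 (standard error 0.12, adjusted p = 1.9e-14, same edgeR test). CSF2, which encodes a colony-stimulating factor, rose from 2.05 ± 0.21 to 304 ± 5.98 CPM, a log2 fold change of 7.21 (standard error 0.11, adjusted p = 1.6e-14, same edgeR test). IL1A, which encodes interleukin 1 alpha, rose from 2.78 ± 0.58 to 314 ± 31.9 CPM, a log2 fold change of 6.82 (standard error 0.14, adjusted p = 2.9e-13, same edgeR test).
The largest fall among called genes of that level was that of CDKN2C, a cyclin-dependent kinase inhibitor gene on chromosome 1 from 50960745 to 50974633. It fell from 38.4 ± 0.703 CPM in shNC to 3.86 ± 0.816 in shBry, a log2 fold change of -3.30 (standard error 0.15, adjusted p = 5.2e-10, same edgeR test). FXYD6 followed with a log2 fold change of -3.10, MXD3 with -2.90, LRRC45 with -2.82 and SDPR with -2.81. Other genes overlap 40.4% of the exon bases of MXD3 and 19.8% of those of FXYD6, so the counting could have shared their reads.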

A total of 2,364 genes were identified to be differentially expressed, which were further analyzed to characterize potential pathways or biological processes. 

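Pathway genes were examined with gene lists written from general knowledge of each pathway, not with the database terms of the paper. The share of called genes was compared with that of all other tested genes by two-sided Fisher's exact test. The log2 fold changes of each list were tested with limma's camera with a preset correlation between genes of 0.01. Both were adjusted by the Benjamini-Hochberg method over 13 lists, and genes are not independent replicates.
Of 20 cholesterol biosynthesis genes, 19 (95%) were called and all 19 were lower in shBry (Fisher's exact test, adjusted p = 8.67e-08). The median log2 fold change of the list was -1.35 (camera, adjusted p = 1.54e-10). PMVK was the exception, with a log2 fold change of 0.39. FDFT1 fell from 293 ± 12.9 to 85.6 ± 4.16 CPM (SD, n = 3), a log2 fold change of -1.78 (standard error 0.08, adjusted p = 5.2e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ACAT2 had a log2 fold change of -2.15, and other genes overlap 52.3% of its exon bases.
Of 84 tested TNF signaling genes, 40 (47.6%) were called, 33 of them higher and 7 lower in shBry (Fisher's exact test, adjusted p = 0.00757). The median log2 fold change was 0.36 (camera, adjusted p = 0.000176). CSF2, CXCL2 and CXCL1 had the smallest adjusted p of the list. CXCL2 rose from 1.48 ± 0.176 to 86.1 ± 2.56 CPM, a log2 fold change of 5.86 (standard error 0.13, adjusted p = 4e-13, same edgeR test). CXCL1 rose from 3.03 ± 0.465 to 101 ± 2.76 CPM, a log2 fold change of 5.05 (standard error 0.12, adjusted p = 1.2e-12, same edgeR test). They are paralogs, and 12.5% of the stretches of 50 bases in CXCL2 transcripts and 4.81% of those in CXCL1 transcripts also occur in transcripts of other genes. The genes TNF and LTA were listed at 0 counts in all 6 libraries. They lie on chromosome 6 between GNL1 and RING1, where 87 of 120 coding genes were listed at 0, among them genes that all cells use, so their level cannot be read from these counts.
Of 35 tested DNA replication genes, 27 (77.1%) were called, 26 of them lower (Fisher's exact test, adjusted p = 4.43e-07), with a median log2 fold change of -0.93 (camera, adjusted p = 1.23e-08). RNASEH2B was the gene called higher. LIG1 fell from 130 ± 4.05 to 32.1 ± 1.5 CPM, a log2 fold change of -2.02 (standard error 0.08, adjusted p = 2.5e-10, same edgeR test). MCM5 fell from 232 ± 9.09 to 41.2 ± 5.12 CPM, a log2 fold change of -2.49 (standard error 0.10, adjusted p = 1.3e-10, same edgeR test). The direction of these 3 lists held under limma's fry, with adjusted p of 5.82e-06, 5.82e-06 and 4.62e-05. Fry makes no comparison with other genes, and 8139 of the 15277 tested genes had an adjusted p below 0.05 in the edgeR test. It therefore does not show that these lists changed more than other genes. With a correlation between genes estimated for each list, camera gave adjusted p of 0.0753, 0.0922 and 0.0922.

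**Figure D1:**
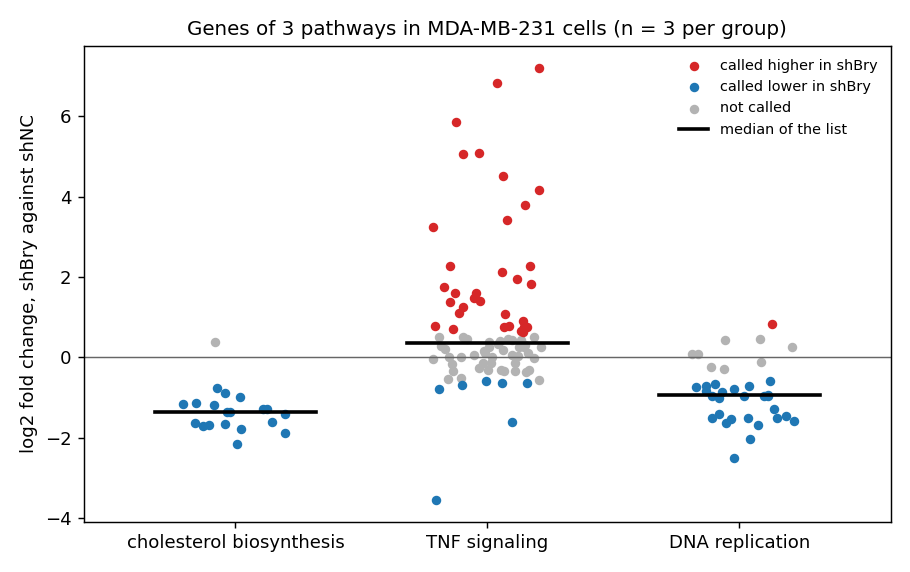
Log2 fold change of each tested gene of the cholesterol biosynthesis, TNF signaling and DNA replication lists in MDA-MB-231 shBry relative to shNC cells (n = 3 per group). Red and blue points are genes called higher and lower in shBry, grey points are genes that were not called, and black bars are the medians, -1.35, 0.36 and -0.93.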

Involving pathways mainly includes: Steroid biosynthesis, TNF signaling pathway, and DNA replication, etc. 

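Cell cycle genes were examined with a list of 117 tested cell cycle regulators and with 43 S-phase and 54 G2/M genes that are commonly used to score cell cycle phase. The regulators share 8 genes with the S-phase list and 6 with the G2/M list, and the DNA replication list shares 10 with the S-phase list and 7 with the regulators, so lists that share genes are not independent. Of the regulators, 53 (45.3%) were called, 37 lower and 16 higher in shBry (Fisher's exact test, adjusted p = 0.00711). Their median log2 fold change was -0.17 (camera, adjusted p = 0.0112), with an adjusted p of 0.248 when the correlation between genes was estimated. Regulators therefore changed in both directions. GADD45A, a growth arrest gene on chromosome 1 of GRCh38 from 67685061 to 67688338, rose from 25 ± 1.69 to 353 ± 53.8 CPM (SD, n = 3), a log2 fold change of 3.82 (adjusted p = 1.3e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDKN1A, which encodes the kinase inhibitor p21, rose from 62.6 ± 5.07 to 274 ± 16.4 CPM, a log2 fold change of 2.13 (standard error 0.09, adjusted p = 2.5e-10, same edgeR test).
Of the S-phase genes, 30 (69.8%) were called and all 30 were lower in shBry (Fisher's exact test, adjusted p = 2.58e-06), with a median log2 fold change of -0.88 (camera, adjusted p = 2.95e-11). MCM4 fell from 360 ± 8.91 to 112 ± 0.204 CPM, a log2 fold change of -1.69 (standard error 0.07, adjusted p = 4.1e-10, same edgeR test). GINS2 fell from 104 ± 4.1 to 28.1 ± 2.57 CPM, a log2 fold change of -1.88 (adjusted p = 1.6e-09, same edgeR test). Of the G2/M genes, 34 (63%) were called and all 34 were lower (Fisher's exact test, adjusted p = 1.86e-05), with a median log2 fold change of -0.91 (camera, adjusted p = 2.95e-11). NCAPD2 fell from 387 ± 19.3 to 83.4 ± 1.71 CPM, a log2 fold change of -2.21 (adjusted p = 4.5e-11, same edgeR test). GTSE1 had a log2 fold change of -1.69, and NUSAP1 had -1.76, with 62.2% of its exon bases overlapped by another gene. With an estimated correlation, the adjusted p of camera was 0.0922 for both the S-phase and the G2/M genes. The called genes of cholesterol biosynthesis had log2 fold changes between -2.15 and -0.76.

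**Figure D2:**
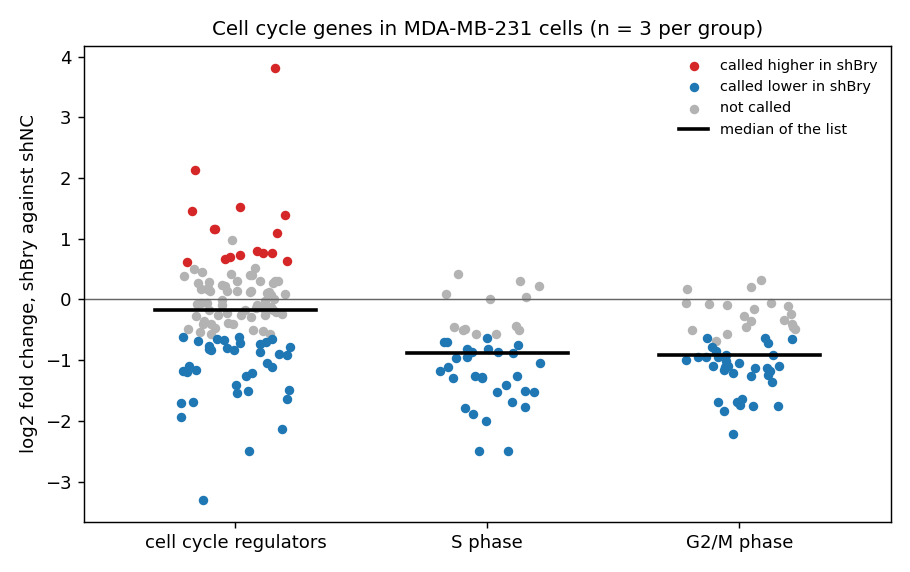
Log2 fold change of each tested gene of the cell cycle regulator, S-phase and G2/M lists in MDA-MB-231 shBry relative to shNC cells (n = 3 per group). Red and blue points are genes called higher and lower in shBry, grey points are genes that were not called, and black bars are the medians, -0.17, -0.88 and -0.91.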

The gene ontology analysis revealed some biological processes are involved: cell cycle, sterol biosynthetic process and the cholesterol biosynthetic process, etc. (Figures 1A,B). For ChIP-seq assays, the results showed that the cellular components were classified into 11 types, including neuron, asymmetric synapse, postsynaptic specialization, etc. Furthermore, ChIP-seq results in this study showed that several downstream genes were significantly associated with brachyury-binding events, including PIK3, K-RAS, HER2, N-Ras, CSF1R, etc. PIK3 and K-RAS are potential target genes of brachyury according to *P*-value (Figure 1C), both of which are involved in cell cycle regulation pathway. Combining and integrating RNA-seq and ChIP-seq results, we speculated that brachyury promotes tumor cell grow and progress through regulation of cell cycle. 

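In the RNA-Sequence data, brachyury and the genes listed as ChIP-seq targets in Fig. 1C, with the class I PI3K genes taken for PIK3, made up a list of 18 genes. Of these, 13 had enough counts to be tested and 5 were differentially expressed, 2 higher and 3 lower in shBry. An adjusted p below 0.05 was reached by 7 of the 13 over all genes tested, and by 7 adjusted over the list alone.
Among the PI3K genes, the regulatory subunit gene PIK3R3, on chromosome 1 of GRCh38 from 46040140 to 46133036, changed most. It fell from 6.06 ± 0.25 to 1.4 ± 0.313 CPM (SD, n = 3), a log2 fold change of -2.13 (standard error 0.22, adjusted p = 2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and another gene overlaps 17.4% of its exon bases. PIK3CG, a catalytic subunit gene, fell from 6.22 ± 1.26 to 2.43 ± 0.476 CPM, a log2 fold change of -1.35 (standard error 0.22, adjusted p = 0.00013, same edgeR test). PIK3R2 fell from 155 ± 10.4 to 101 ± 4.08 CPM, a log2 fold change of -0.62 (standard error 0.08, adjusted p = 2.2e-05, same edgeR test), but another gene overlaps 87.2% of its exon bases. PIK3R1 rose from 9.79 ± 2.17 to 16 ± 2.48 CPM, a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.0027, same edgeR test). With each library left out in turn, its log2 fold change lay between 0.58 and 0.88, with the low end at the fold change limit. The catalytic subunit genes PIK3CA, PIK3CB and PIK3CD were not called, with log2 fold changes of 0.40, -0.25 and 0.22 and adjusted p of 0.14, 0.12 and 0.067 in the same edgeR test. These p depended on single libraries. PIK3CB had a log2 fold change of -0.43 without shBry replicate 2 (adjusted p = 0.00324, same edgeR test). PIK3CD had 0.29 without shNC replicate 1 (adjusted p = 0.0484, same edgeR test). With other libraries left out, the adjusted p reached 0.389 for PIK3CB and 0.245 for PIK3CD in the same edgeR test. Over all such fits the log2 fold change lay between -0.43 and -0.14 for PIK3CB and between 0.15 and 0.29 for PIK3CD. PIK3CA had 0.56 without shBry replicate 1 (adjusted p = 0.0337, same edgeR test) and 0.09 without shBry replicate 2, and another gene overlaps 35.8% of its exon bases.
NRAS, on chromosome 1 from 114704469 to 114716894, was higher in shBry, with 134 ± 11.4 CPM against 84.1 ± 11, a log2 fold change of 0.67 (standard error 0.10, adjusted p = 7.9e-05, same edgeR test). Without shNC replicate 1, NRAS and PIK3R2 fell under the fold change limit, with log2 fold changes of 0.58 and -0.58, and 3 genes of the list were called. ERBB2, which encodes HER2, was lower in shBry, with 67.6 ± 1.35 CPM against 91.5 ± 3.65, a log2 fold change of -0.44 (standard error 0.08, adjusted p = 4e-04, same edgeR test), under the fold change limit. CSF1R, CCND1 and FGFR1 were not called, with adjusted p of 0.5, 0.12 and 0.33 in the same edgeR test. KIT and FLT3 had at most 2 and 1 counts in any library, and PIK3R5 and PIK3R6 at most 5 and 12. The expression filter removed them before the test.
From the pathways of the RNA-Sequence data and the targets of the ChIP-seq data together, the paper proposes that brachyury acts on tumor cell growth through the cell cycle.

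**Figure D3:**
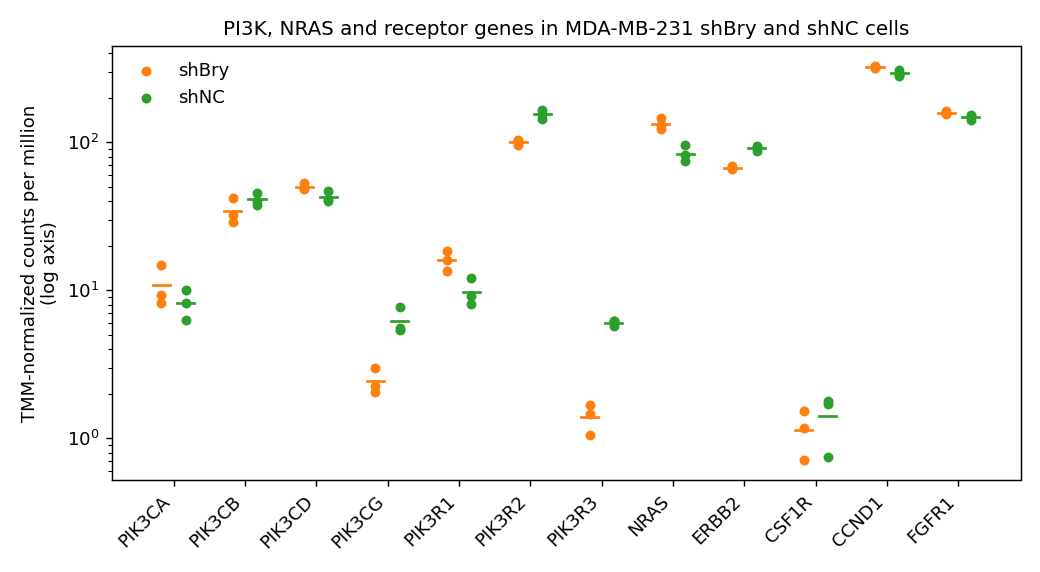
TMM-normalized CPM (log axis) of genes tested from the list in each shBry (orange) and shNC (green) library of MDA-MB-231 cells, with bars at the means of the 3 libraries. PIK3R3 and PIK3CG are lower in every shBry library than in any shNC library, and the values of PIK3CA and CSF1R overlap between the groups.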

The predictive target genes above in breast cancer cells were further verified to be expressed highly in endogenous brachyury-expressing lung cancer cells using PCR assays.

**Figure 1:**
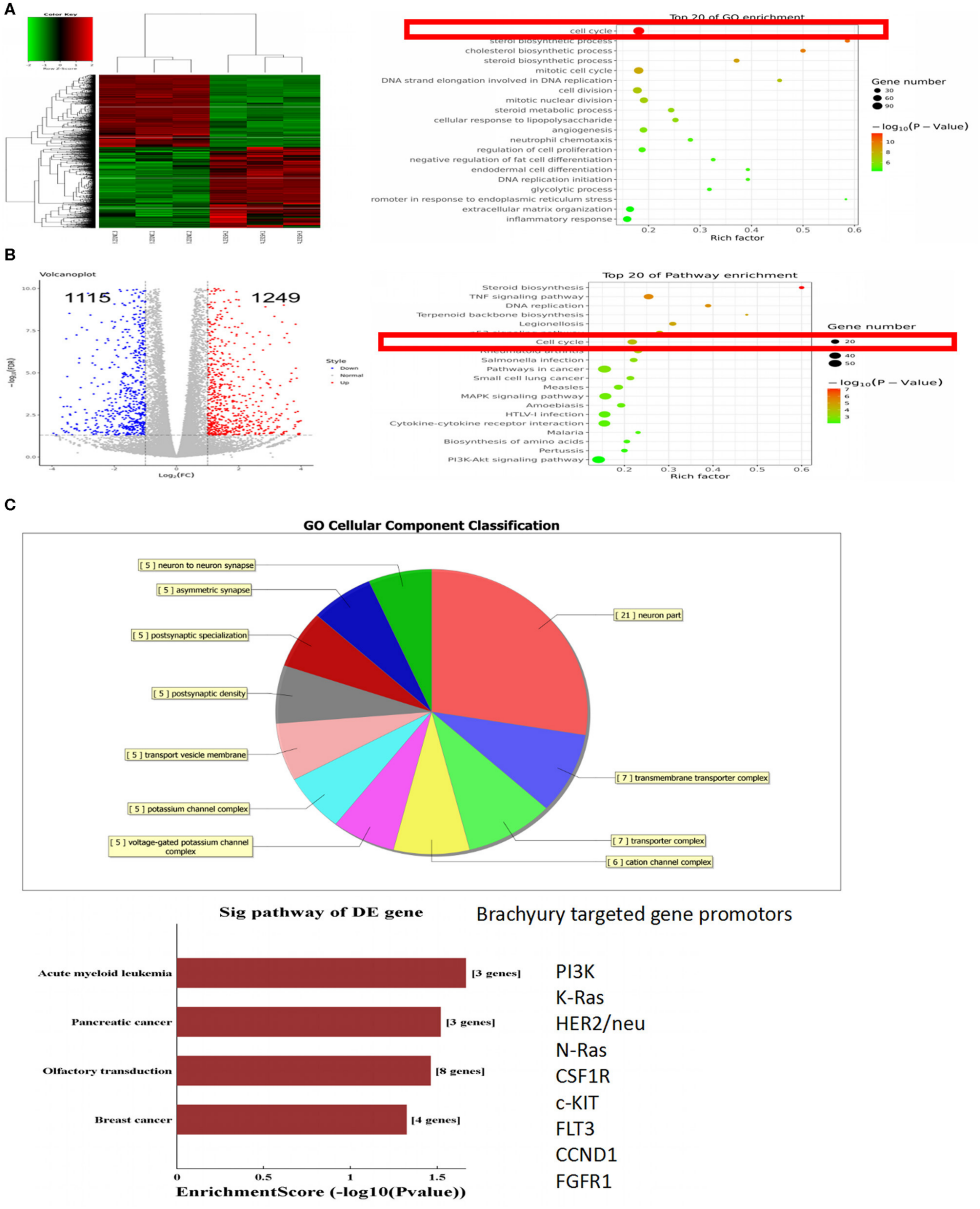
RNA-sequence and ChIP-sequence analyses of MDA-MB-231 cells. **(A)** Heat map of differentially expressed transcripts, Gene ontology (GO) analysis, and **(B)** pathway analysis, based on all identified transcripts. **(C)** Cellular component classification analysis and targeted genes of ChIP-seq. *P*-value of GO analysis and enrichment of pathway analysis are listed for each category. *P*-value of pathway is colored in red (*P* < 0.05).

### Brachyury Knockdown Decreased Lung Cancer Cell Proliferation *in vitro*

To identify the role of brachyury on the proliferation capability of lung NSCLC cells *in vitro*, Calu-1 cell line (absence of brachyury expression) and H460 cell line (endogenously high expression of brachyury) were utilized for further study. Inhibition of brachyury in H460 cells (H460 siBry cells) and brachyury overexpression in Calu-1(Calu-1 Bry cells) were used to investigate whether brachyury could enhance the proliferation capability of lung cancer cells (Figure 2A). The results showed that brachyury overexpression in Calu-1 cells had no significant effect on the proliferation, while brachyury knockdown in H460 cells reduced the proliferation ability compared to the control cells (Figure 2B). Brachyury overexpression or knockdown had no effect on the ability of colony formation in Calu-1 and H460 cells (Figure 2C). In summary, brachyury knockdown could decrease the proliferation capability in H460 cells.

**Figure 2:**
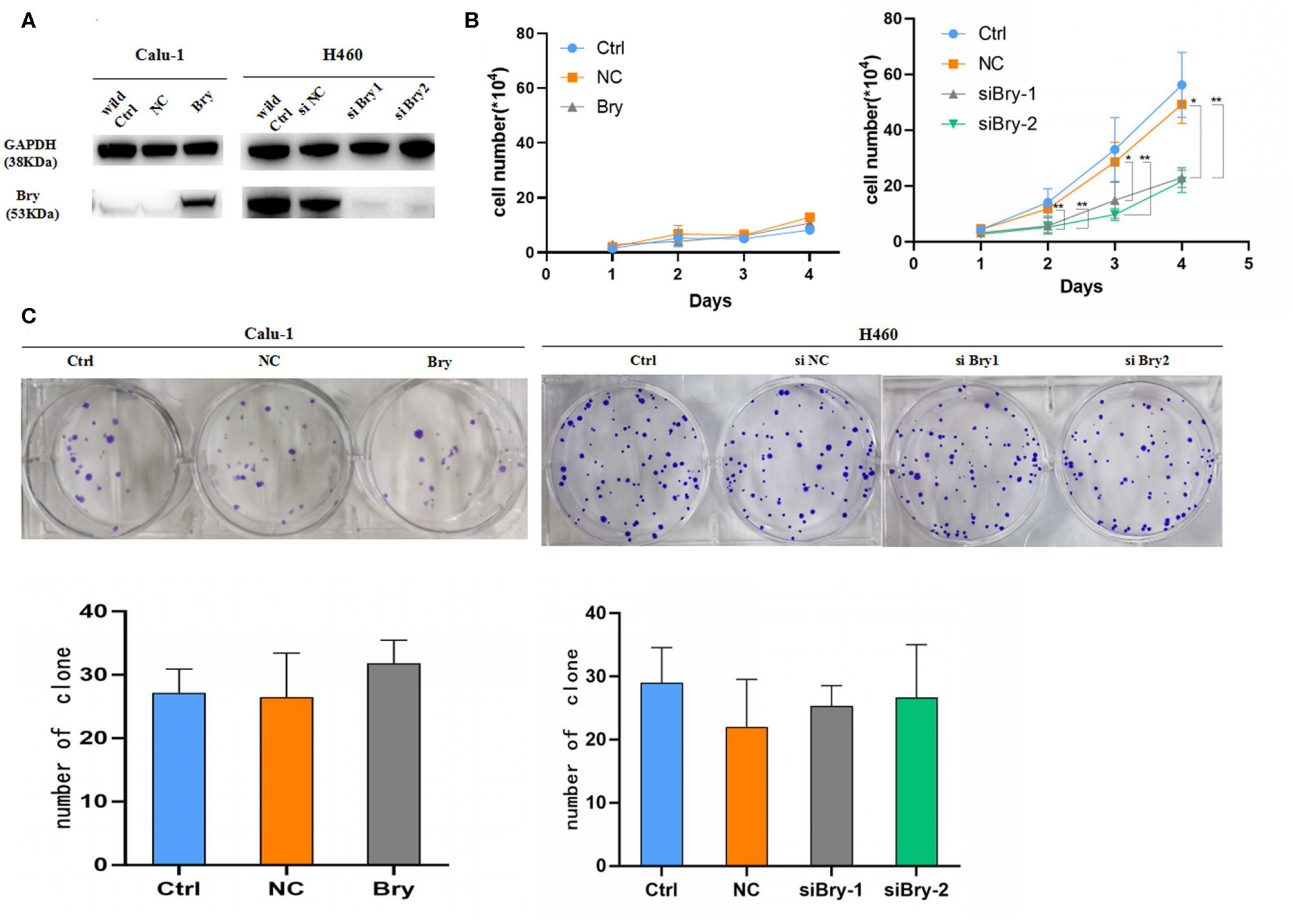
Proliferation assays and colony formation assays to assess the effect of Bry in lung cancer cells. **(A)** The protein levels of Bry in Bry-overexpression Calu-1 cells or Bry-knockdown H460 cells compared with their respective control cells. **(B)** Cell proliferation assays to assess the proliferation capacity of Bry-overexpression Calu-1 cells and Bry-knockdown H460 cells. **(C)** Colony formation assays to assess the proliferation capacity of Bry-overexpression Calu-1 cells and Bry-knockdown H460 cells (*P < 0.05, **P < 0.01).

### The Effect of Brachyury Expression on Cell Cycle

The impact of brachyury on cell cycle progression was also investigated. The cell cycle experiment was performed and analyzed by flow cytometry. Calu-1 Bry cells demonstrated significant lower G0/G1 fraction (48.37%, Figure 3A) than control cells (61.32%), and the percentage of S phase in Calu-1 Bry cells (32.53%, Figure 3A) was markedly higher than control cells (23.94%, Figure 3A). However, the percentage of G2/M phase did not have significant difference (Figure 3A). Hence, overexpression of brachyury in Calu-1 cells could inhibit the transition from G0/G1 to S phase.

**Figure 3:**
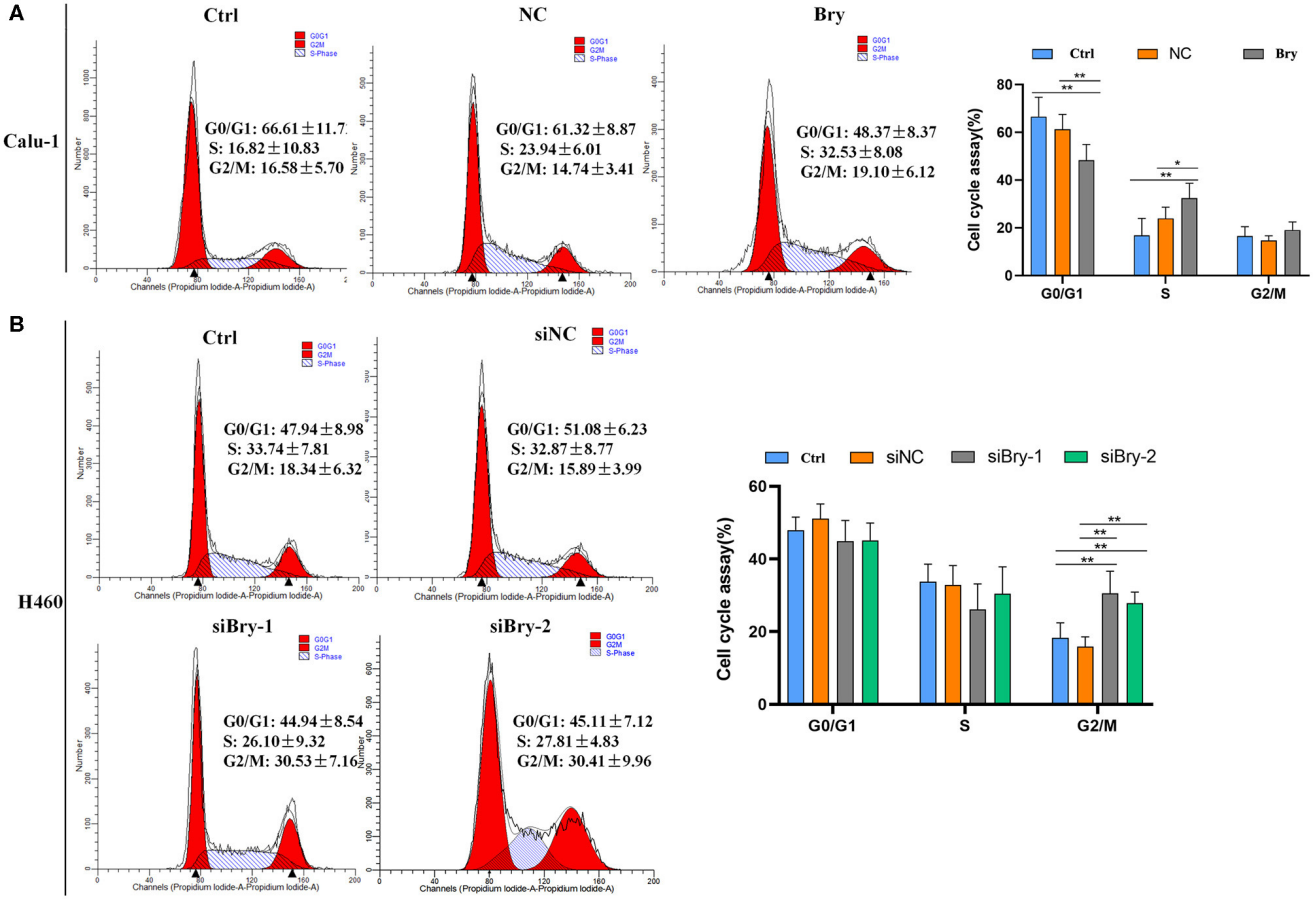
The effect of Bry on cell cycle. **(A)** Cell cycle analysis of Bry-overexpression Calu-1 cells. Overexpression of brachyury in Calu-1 cells could promote the transition from G0/G1 to S phase. **(B)** Cell cycle analysis of Bry-knockdown H460 cells. Inhibition of brachyury expression in H460 cells could increase the percentage of G2/M phase (*P < 0.05, **P < 0.01).

For H460 cells, the percentage of G0/G1 and S phase did not have significant difference between the brachyury knockdown group and the control group (Figure 3B). However, the percentages of G2/M in the H460 siBry-1 and H460 siBry-2 (26.10% and 27.81%, respective, Figure 3B) were significantly higher than the control cells (15.89%, Figure 3B). We concluded that inhibition of brachyury expression in H460 cells could prevent G2/M transition of cell cycle progression.

### Brachyury Knockdown Promotes Apoptosis in H460 Cells

Next, we investigated the effect of brachyury on cell apoptosis in H460 cell line and Calu-1 cell line. After overexpression of brachyury in Calu-1 cells, the percentage of apoptotic cells was assessed using sub-G1 and Annexin V/ PI method, followed by flow cytometry (Figures 4A,C). The results showed that the percentage of apoptotic Calu-1 Bry cells (2.37%) was not significant lower than control cells (5.23%), and a dot-plot of Annexin V-FITC fluorescence vs. PI fluorescence indicated a non-significant increase in the percentage of apoptotic cells after overexpression of brachyury (Figure 4C). Similarly, we evaluated the apoptosis of H460 cells after knockdown with siRNA-1 and siRNA-2. The results showed that the percentage of apoptotic H460 siBry-1 cells (19.50%) and apoptotic H460 siBry-2 cells (14.61%) was significant higher than the control cells (1.13%) (Figure 4B). Figure 4D was consistent with Figure 4B. In conclusion, brachyury knockdown could expedite apoptosis of H460 cells.

**Figure 4:**
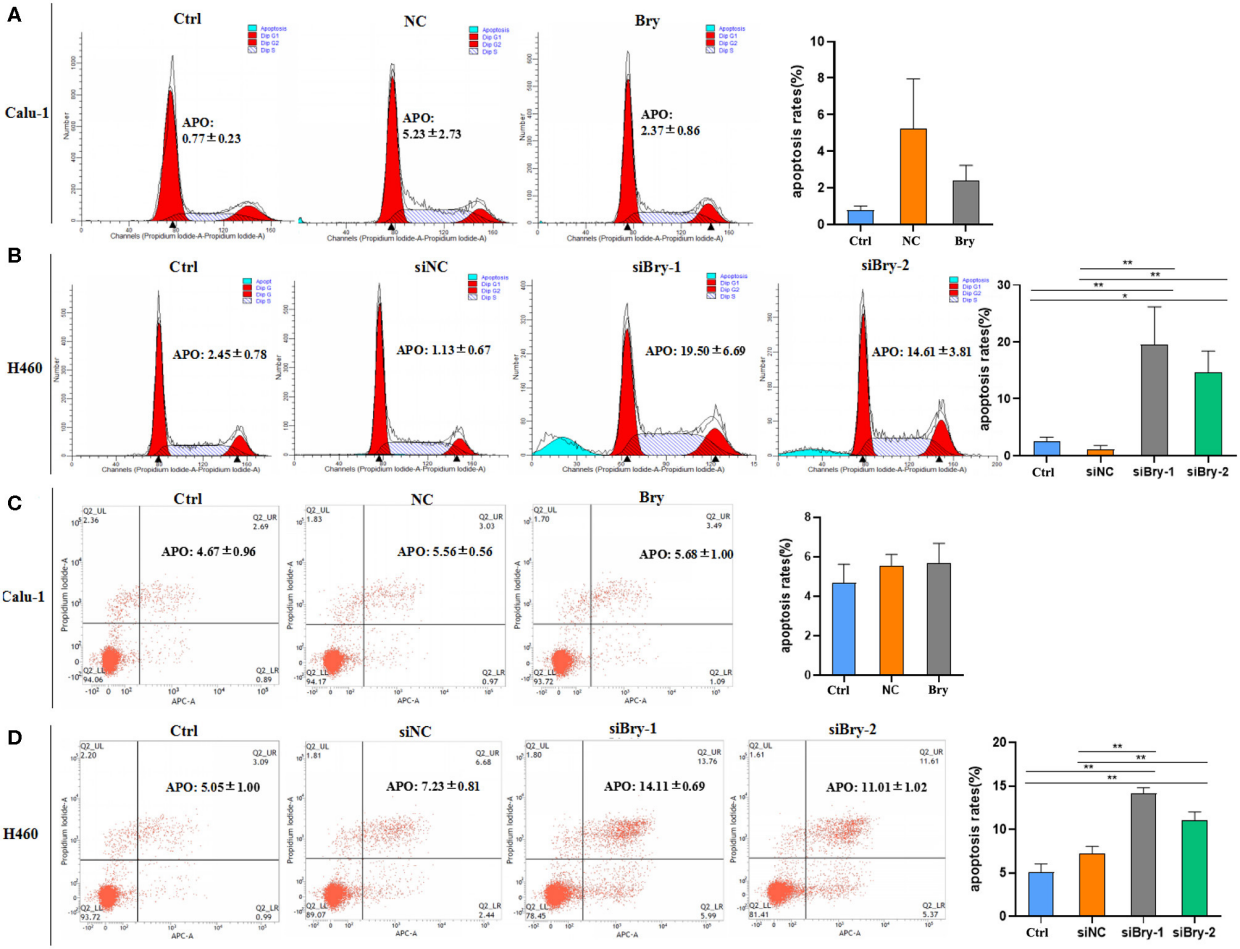
The effect of Bry on cell apoptosis. **(A)** The effect of Bry on apoptosis of Bry-overexpression Calu-1 cells. There was no significant difference between the experimental group and the control group. **(B)** The effect of Bry on apoptosis of Bry-knockdown H460 cells. **(C)** Annexin V/PI method to analyze the effect of Bry on apoptosis of Bry-overexpression Calu-1 cells. There was no significant difference between the experimental group and the control group. **(D)** Annexin V/PI method to analyze of the effect of Bry on apoptosis of Bry-knockdown H460 cells (*P < 0.05, **P < 0.01).

## Discussion

A comparable range of brachyury mRNA expression levels has been observed in the lung tumor tissue samples and the various lung carcinoma cell lines, which suggests available cell line models can be used as useful tools to ravel the individual mechanism associated with tumorigenesis and progression (15). Elevated expression of brachyury in H460 cells has been validated to associate with invasive and metastasis capability of tumor cells along with survival benefit (8, 13). However, human squamous cell carcinoma cell line Calu-1 was reported and characterized by negative brachyury expression (15). It is because that these two types of cell lines represent different subtype of NSCLC. So we utilized Calu-1cells as the control to reveal the specific role of brachyury in endogenously brachyury-expressing lung tumor cell. Compared with control cells, inhibition of brachyury expression in H460 cells demonstrated significantly diminished proliferation capability. However, overexpression of brachyury did not result in significantly enhanced proliferation of Calu-1 cells. In the present study, we found that brachyury plays a role of promoting cell proliferation in lung H460 cells, which is consistent with our previous study of brachyury on breast cancer cells (9) and other reports on chordoma (3, 6, 19, 20), prostate cancer (21), colorectal cancer (22),adenoid cystic carcinoma (13), among others (20, 21).

H460 cells with silencing of brachyury (H460 siBry-1, H460 siBry-2) demonstrated significantly higher G2/M fraction, and insignificantly decreased G1/G0 and S fraction than control with highly endogenous expression of brachyury. In addition, brachyury-silenced H460 cells demonstrated significantly increased apoptosis. Altogether, these results indicate that brachyury inhibits apoptosis in H460 cells, although over-expression of brachyury did not demonstrate the similar anti-apoptosis effect in Calu-1 cells. The reason we speculate is that the downstream brachyury-responsive elements are in the state of inactivation or silencing due to the absence of endogenous brachyury stimulation in Calu-1 cells. The exogenously forced brachyury expression cannot find and bind with corresponding functioning targets.

Based on the gene expression microarray data and ChIP-seq data, gene ontology (GO) functional enrichment analysis of differentially expressed genes (DEGs) between wild brachyury-expressing and absence of expression breast cancer cells was performed to uncover the downstream target genes of brachyury. The up-regulated DEGs are listed in Figure 1C. Further GO annotation indicates that the top two PI3K and K-Ras are mainly involved in the regulation of cell cycle and proliferation. Following verified experiments were performed to confirm that these top DEGs were expressed samely in endogenously brachyury-expressing lung cancer cells.

K-Ras is one member of the *ras* gene family, which encodes small GTP-binding proteins. Five- to 50-fold amplification of the wild-type gene or mutation can make it convert into oncogene (23). Activated Ras oncogenes have been found in a variety of human tumors (24), and K-Ras has been considered as the most commonly altered oncogene in NSCLC, especially in adenocarcinoma (25, 26). PI3K is one of three major downstream effectors of K-Ras, and its activation initiates a signal transduction cascade that promotes cancer cell growth, survival and metabolism (27). In addition, RAS–PI3K pathway has been also reported to mediate the anti-apoptotic function of oncogenic RAS (28) and regulate the expression or activity of apoptotic-relating molecules or proteins (29).

In this study we demonstrate that brachyury and downstream target genes together involve in tumor cell cycle regulation by inducing accelerated transition through G2/M, promote tumor cell proliferation and inhibit apoptosis in lung NSCLC H460 cells. Targeting brachyury and downstream effectors pathway has the potential to be developed into a promising treatment strategy, which has far reaching significance for the therapy of NSCLC.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GSE151170, GSE151171, GSE151172).

## Author Contributions

JX carried out cell culture-based assays. MC carried out RNA-Seq transcriptome analysis and ChIP-sequence assay. YW performed data statistical analysis and wrote the manuscript. HZ, JZ, DW, and TZ carried out data statistical analysis. JS designed, supervised the study, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

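RNA of MDA-MB-231 shBry cells (3 libraries) and MDA-MB-231 shNC cells (3 libraries) was sequenced by the authors. The authors deposited raw counts, the whole number of reads counted on each gene in each library, with no normalization. The paper's text gives the sequencing provider and a threshold on p and fold change, but not the aligner, the counting tool, the genome build, the annotation or the statistical test. Samples were grouped by their labels and by the text of the paper, which name MDA-MB-231 cells. The deposited description of the study calls the RNA pericardial instead, and with brachyury at 0 counts the labels could not be checked on the targeted gene. The counts per library lay between 19319411 and 22985371, so that a count of 0 allows up to 0.155 CPM in the smallest library (3 counts of the total).

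From the deposited counts, genes were filtered with filterByExpr (minimum count 10), library sizes were scaled with TMM, and shBry was compared with shNC by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Differentially expressed genes had a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. The standard error of a log2 fold change was taken from the fitted value divided by the square root of the F statistic. CPM are TMM-normalized. Gene lists were compared by two-sided Fisher's exact test and by camera of limma 3.58.1 with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 13 lists. The lists were cholesterol biosynthesis, TNF signaling, DNA replication, cell cycle regulators, S phase, G2/M phase, glycolysis, hypoxia, ER stress, interferon response, mesenchymal and epithelial markers, and other sterol-response genes. The lists, the rule for genes named individually and the alternatives were set before the data were examined. The lists were written by hand from general knowledge, except that the S-phase and G2/M lists follow the lists of the Seurat package. They are not the KEGG or GO terms of the paper, so shares of called genes were not compared with the enrichment values of Fig. 1.

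The genes named individually were those named as targets in the paper, the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 CPM and no overlap between groups, and the 3 genes with the smallest adjusted p in each of the first 6 lists. Further genes named in the closing part were chosen after their values were seen.

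Gene locations, transcripts and overlaps came from GENCODE 29 on GRCh38, matched by gene symbol, because the deposited table gives symbols only. Overlap was measured as the share of a gene's exon bases that lie in exons of other genes on either strand. Shared sequence was measured as the share of stretches of 50 bases in a gene's transcripts that occur in transcripts of other genes. GC content and transcript length had values for 13953 tested genes. Their trend with the log2 fold change was removed by a regression with splines, and list medians were recomputed.

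The alternatives were library sizes without TMM, DESeq2 1.42.0 with its size factors, limma-voom, no expression filter, at least 10 counts in every library, unadjusted p, a fold change limit of 2, no fold change limit, the replicate number as a block, each library left out in turn, and, for list medians, fry and camera with an estimated correlation. Fry asks whether a list changed in a common direction, without comparing it with other genes, so it does not repeat the question of camera.

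The tests were tried on simulated data first. In simulated counts for 15064 tested genes, 175 of 194 genes with a changed mean (90.2%) were recovered by edgeR in the right direction. Of the unchanged genes, 6 were called (3.31% of the calls). Far fewer genes were changed than were called in the data, and the simulated calls used no fold change limit. In simulated lists, camera found a list with raised genes, and 2 of 100 unchanged lists of 40 genes had p below 0.05. The simulated genes varied independently of each other, so these lists do not test the preset correlation of 0.01. A trend with GC content and length added to 13953 shuffled fold changes had a standard deviation of 0.36, and 0.025 was left after the correction. A site whose genes were lowered by 0.3 on the log2 scale, among 12618 genes, ranked at 0.006% of all sites of that length.

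ChIP-seq, PCR and flow cytometry data of the paper were not analysed here. Results of some single genes that the rule names are not reported here.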

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

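The tests of scaling, leukocyte markers, interferon genes and snoRNA host genes, and those on glycolysis and other sterol-response genes, were chosen after the results were seen. The tests of GC content and length on the stress and inflammatory genes, and of siRNA seed sites over all genes searched, were set before.

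Genes of secreted inflammatory and stress proteins were far higher in shBry than in the shNC control libraries. The paper names TNF signaling among its pathways, and CSF2 is on the TNF signaling list used here. The paper's text does not name the single genes given next. LCN2 was at least 384-fold higher. The log2 fold change was 9.11 for INHBE, 7.44 for CXCL8, 7.21 for CSF2 and 6.82 for IL1A. A list of 20 ER stress genes, also outside the paper's text, had a median log2 fold change of 1.37, with 13 genes called higher and none called lower (Fisher's exact test, adjusted p = 0.00685; camera, adjusted p = 1.07e-06, against 4.62e-05 with fry and 0.209 with an estimated correlation). The list did not move as a block. Genes of the ATF4 response such as CHAC1 (log2 fold change 3.69) and PPP1R15A (3.12), the transcription factor gene XBP1 (2.11) and the chaperone genes HSPA5 (1.36) and DNAJB9 (1.65) were called higher, while other genes of protein folding, such as PDIA4 (0.01) and PDIA6 (-0.03), were not called.

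The tables argue against several technical explanations. A scaling error moves all genes alike, but the list medians exceeded the median of all tested genes by 1.34 for ER stress and 0.32 for TNF signaling. After removal of the trend with GC content and length the medians were 1.38 (spread 0.45 over resampled members) and 0.32 (spread 0.13). Leukocytes mixed into the shBry cultures would bring their abundant transcripts, but PTPRC, TYROBP, LYZ and CD53 had 2 counts together over the 3 shBry libraries. LAPTM5, which both groups expressed, had 14989 counts in shBry and 15623 in shNC.

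Other explanations remain open. For an interferon response to the hairpin RNA, 7 of 26 tested genes were called higher and 7 lower, which decides nothing. For the siRNAs that the paper lists for H460 cells, seed sites were ranked by the change of genes with the site, over 12618 genes searched. The lower of the 2 ranked at 4.84% of all sites of that length. This takes the guide strand as the reverse complement of the whole listed sequence. It asks whether genes with a site were lowered, and does not test the rise of the stress and inflammatory genes itself. The paper's text does not name the hairpin used in MDA-MB-231 cells, and a few affected genes would not show in this test, so this stays undecided. Among 19 tested snoRNA host genes listed under SNHG symbols, 8 (42.1%) were called higher and 2 lower. In the same range of expression, 17.2% of genes were called higher (two-sided Fisher's exact test over genes, p = 0.0097). Host genes listed under other symbols were not counted among the 19. Of these, GAS5 (log2 fold change 3.04) and ZFAS1 (3.18) rose too, while DANCR fell (-1.21). A candidate explanation is a stress response that slows the decay or translation of such transcripts. It led to expect a rise of most of the 19 genes, and the rise of 8 leaves it open. The knockdown of brachyury is the biological explanation the design names, and it was not tested on its own, because brachyury was listed at 0 in both groups and hairpin and knockdown vary together.

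Glycolysis genes, outside the paper's text, were lower in shBry. The median log2 fold change of 20 genes was -0.77, with 14 called lower and 1 higher (camera, adjusted p = 1.07e-06, against 0.000114 with fry and 0.209 with an estimated correlation). PGAM1 (-1.89) and ALDOC (-1.67) fell most, and SLC2A3 was the gene called higher (0.98). The median was -0.80 from the median of all tested genes, which a scaling error would leave at 0, and -0.68 after removal of the trend with GC content and length (spread 0.20). The list of 20 hypoxia genes, whose regulation overlaps with that of glycolysis, went both ways, with 6 called higher and 6 lower.

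Sterol-response genes outside the biosynthesis list had a median log2 fold change of -0.65, with 7 of 15 tested genes called lower and 2 higher (camera, adjusted p = 0.0196, against 0.000245 with fry and 0.286 with an estimated correlation). INSIG1 (-1.74) and SCD (-1.59) fell, while SREBF1 (0.69) rose. The median lay -0.69 from the median of all tested genes, which argues against a scaling error, and was -0.56 after removal of the trend with GC content and length, where a spread of 0.33 leaves that trend open. Without shBry replicate 3 the median was -0.41. The median gene of the list is ACACA, which had between 34 and 107 counts per library.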

How the results depend on the processing

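The number of differentially expressed genes, 4945, lay between 4432 and 5334 under library size scaling, DESeq2, limma-voom, no expression filter, at least 10 counts in every library, unadjusted p and the replicate block. It moved with the fold change limit. With a limit of 2, 2297 genes were called (1255 higher and 1042 lower in shBry), and with none, 8139 (4279 higher and 3860 lower), by construction of the limit. Across the 6 fits that each left out a library, it was from 4587 to 5025, with 2344 to 2640 higher and 2243 to 2497 lower. The share of calls that were higher in shBry was 53% and lay between 50.2% and 54.6% under all alternatives. DESeq2 called 4632 genes, of which 4556 were shared with the 4945 and had the same direction.

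Of the 13 tested genes that the paper names or that belong to PI3K, 5 were called. With a limit of 2 in fold change 2 were called, and with none 7. Across the fits that left out a library, from 3 to 6 were called. The 3 calls came without shNC replicate 1, where NRAS and PIK3R2 were just under the limit.

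The share of called genes in the cholesterol biosynthesis, TNF signaling, DNA replication, cell cycle regulator, S-phase and G2/M lists stayed above that of other genes with an adjusted p below 0.05 under every alternative. The highest adjusted p over alternatives was 0.0445 for TNF signaling and 0.0275 for the regulators, and at most 0.00228 for the other lists. The median log2 fold changes of these lists kept their direction under every alternative. They lay between -1.41 and -1.31 for cholesterol biosynthesis, 0.29 and 0.36 for TNF signaling, -0.95 and -0.84 for DNA replication, -0.23 and -0.15 for the regulators, -0.97 and -0.82 for S phase, and -0.94 and -0.84 for G2/M. Camera with an estimated correlation between genes was the one alternative under which they lost significance, with adjusted p of 0.0753 for a median of -1.35 (cholesterol biosynthesis), 0.0922 for 0.36 (TNF signaling), 0.0922 for -0.93 (DNA replication), 0.248 for -0.17 (regulators), 0.0922 for -0.88 (S phase) and 0.0922 for -0.91 (G2/M). That setting also fits the correlation to 3 libraries per group. Over the other alternatives their adjusted p was at most 0.022.

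The values that reversed had no significant p in the first place. The median of interferon genes was -0.002 with at least 10 counts in every library, against 0.05. The share of called mesenchymal markers was 0% with a fold change limit of 2 and 28.6% without shBry replicate 2 or without shNC replicate 2, against 42.9%. What moved these values was not tested. Of the other results, 16 became weaker and 7 stronger in some alternative, among them other sterol-response genes, whose median was -0.47 with an adjusted p of 0.0591 without an expression filter. LCN2 and INHBE could not be tested with at least 10 counts in every library, because shNC libraries had fewer.

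The replicate numbers do not pair the samples. The deviations of same-numbered libraries from their group means correlated over genes by 0.183, -0.084 and -0.028 for numbers 1, 2 and 3. With the replicate block 4914 genes were called, and no call of a list or of a named gene changed.

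Depth limits the genes near 0. PIK3R5, PIK3R6, KIT and FLT3 were removed by the expression filter. Brachyury had no counts and could not be tested under any setting. No log2 fold change is reported here for these genes.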

Differences from the paper's values

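The paper reports 2364 differentially expressed genes. The number found here was 4945, at an adjusted p below 0.05 and a fold change above 1.5. Of the alternatives set before the data were examined, a fold change limit of 2, at the lines drawn in Fig. 1B, gave 2297 genes, within 1.5 times the paper's number. The other alternatives, including unadjusted p with a fold change above 1.5 as written in the paper's methods (5136 genes), DESeq2 (4632) and limma-voom (4953), did not close the gap.

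Fig. 1B shows about 1200 up-regulated and about 1100 down-regulated genes, read by eye, without stating the direction of the comparison. Here 2620 genes were higher and 2325 lower in shBry. With a fold change limit of 2 the numbers were 1255 and 1042, within 1.5 times the paper's values whichever direction is meant, and none of the other alternatives came within that range.

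The paper states that brachyury was overexpressed in MDA-MB-231 cells and knocked down in shBry cells. Its gene was listed at 0 counts in all 6 libraries. The paper's discussion refers to microarray and ChIP-seq data and states that the up-regulated genes are listed in Fig. 1C, without naming the group in which they are higher. Microarray data were not analysed here. In the RNA-seq counts, of the 13 tested, PIK3CG, PIK3R2 and PIK3R3 were lower in shBry, and PIK3R1 and NRAS were higher. ERBB2, with -0.44, was called only with no fold change limit.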

Other observations

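The test of neighbouring genes of brachyury, that of its depth limit, that of a deletion of the MHC region and that of GC content within groups were chosen after the result was seen.

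Brachyury was listed at 0 counts in all 6 libraries. Loss of reads to an overlapping gene is argued against, since 0 annotated genes overlap its exons. So is sharing with a near-identical gene, since 0 of 2769 stretches of 50 bases in its transcripts occur in transcripts of other genes. A loss over a wider region is argued against as well, since the 4 nearest coding genes had counts (C6orf118 28, PDE10A 2541, PRR18 19 and SFT2D1 8086 over the 6 libraries). A failure of the counting at single genes stays open. Of 118 ribosomal protein and proteasome genes, 3 were listed at 0 as well (RPS18, PSMB8 and PSMB9). PSMB8 and PSMB9 are inducible subunits that cells need not express, and all 3 lie in or beside the MHC region, so they say little about brachyury. A level under the limit of the depth, up to 0.155 CPM in a library and 0.0235 over all 6 together, stays open too, and cannot be told apart from absence by counts of 0.

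Many genes of the MHC region of chromosome 6 were listed at 0. Between GNL1 and RING1, from 30541377 to 33212722 of GRCh38, 87 of 120 coding genes (72.5%) were listed at 0 in all libraries, against 19.5% of all coding genes. HLA-B, with 50404 counts, was not among them. A deletion or silencing of the region in these cells is argued against, since 5 of 5 genes that cells need to grow were at 0 (DDX39B, ABCF1, VARS and TUBB, and RPS18 just past RING1). A candidate explanation is that reads were discarded where the genome assembly also holds alternate haplotypes. That predicts low counts in another such region, 17q21.31, which was set before its counts were seen. There NSF had 62 counts and KANSL1 139 over the 6 libraries, and the 12 coding genes from PLEKHM1 to NSF had a median of 47.5 counts, against 4393 and 1580.5 in the adjoining megabases. Genes at exactly 0 were not more frequent there (2 of 12, against 2 of 23 and 2 of 12), although the explanation had led to expect that they would be. The aligner of the authors was not tested. Under this explanation, low counts of genes in such regions, TNF among them, need not mean low expression.

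Libraries of the same group differed with GC content and transcript length over 13953 genes, which are not independent replicates. The deviation from the group mean correlated with transcript length most in shBry replicate 2 (Spearman's rho 0.42) and with GC content most in shNC replicate 3 (rho -0.66, a size of 0.66). With GC content held fixed, rho with length was 0.35 in shBry replicate 2, and with length held fixed, rho with GC content was -0.63 in shNC replicate 3. These trends may reflect RNA quality or library preparation, which no label gives. They explain little of the group difference. GC content and length together accounted for 2.25% of the variance of the log2 fold change over genes. After their removal the median was -1.01 for S-phase genes (spread 0.16) and -0.92 for G2/M genes (spread 0.08), so the fall of both lists does not rest on that trend.

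Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many differentially expressed genes, the grouping by label. The 9 others gave 0, with 44 to 448 genes at an unadjusted p below 0.05, where chance gives 764. Each of the 9 others mixed shBry and shNC libraries on both sides, so a difference between the groups adds to the spread within them. With 10 splits the share cannot fall below 0.1 either, so chance cannot be ruled out by this count alone.

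Only LCN2 and SERPINB2 had at least 5 CPM on average in one group and at most 3 counts in each library of the other. SERPINB2 had 5.17 CPM in shBry and 7 counts in total in shNC.

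The remaining lists showed no common direction by camera. The median log2 fold change was 0.33 for mesenchymal markers (adjusted p = 0.248, 5 called higher and 1 lower of 14 tested), 0.48 for epithelial markers (adjusted p = 0.50, 6 higher and 4 lower of 15), 0.05 for interferon genes (adjusted p = 0.971) and -0.14 for hypoxia genes (adjusted p = 0.971). Without shBry replicate 2 it was 0.32 for epithelial markers, 0.02 for interferon genes and -0.07 for hypoxia genes, and without shBry replicate 3 it was -0.21 for hypoxia genes. The share of called genes was 42.9% for mesenchymal markers (Fisher's exact test, adjusted p = 0.402), 66.7% for epithelial markers (adjusted p = 0.0138), 53.8% for interferon genes (adjusted p = 0.036) and 60% for hypoxia genes (adjusted p = 0.0185). The shares of interferon and hypoxia genes depended on the settings. That of interferon genes was 15.4% with a fold change limit of 2 (adjusted p = 1), 57.7% with none (adjusted p = 0.698), and 50%, 46.2% and 48.1% without shBry replicate 2, shNC replicate 1 and shNC replicate 2 (adjusted p = 0.0659, 0.0889 and 0.06). That of hypoxia genes was 30% with a limit of 2 (adjusted p = 0.125) and 55% without shBry replicate 1 (adjusted p = 0.0558). Fry, which makes no comparison with other genes, gave adjusted p of 0.00563 for mesenchymal markers, 0.0257 for epithelial markers and 0.0257 for hypoxia genes.

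The paper reports, for H460 lung cancer cells, a higher share of cells in G2/M after brachyury knockdown. That share was measured by flow cytometry of stained DNA after siRNA transfection. In MDA-MB-231 shBry cells, a different line, the median RNA log2 fold changes of S-phase and G2/M genes were -0.88 and -0.91. These medians do not measure the share of cells in a phase, so they neither repeat nor contradict the paper's value. CDKN2A and CDKN2B were listed at 0 counts in all 6 libraries.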
